A study of Homo sapiens with 12 samples.

How the data were processed

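Total RNA was measured by stranded sequencing in 12 libraries of human embryoid bodies, the aggregates that pluripotent stem cells form when they differentiate in suspension. H1 and MEL1 are established human embryonic stem cell lines. Per the labels, each line carried a doxycycline-inducible short hairpin RNA, either 1 of 3 hairpins against METTL14 (KD1, KD2 and KD3) or a control hairpin (SCR). METTL14 encodes a subunit of the complex that writes N6-methyladenosine (m6A) on RNA. Per the labels, aggregates of 500 cells per microwell were kept for 10 days with doxycycline at 2 µg/ml. The labels put 8 libraries in H1, with 2 libraries each for SCR, KD1, KD2 and KD3. They put 4 libraries in MEL1, with 1 SCR, 2 KD1 and 1 KD2 library. The labels carry no replicate numbers, so replicates are numbered here only to name libraries and nothing was paired.

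The deposited table holds estimated counts per Ensembl gene identifier, which the authors did not scale between libraries as far as the values show. Between 14.8% and 20.8% of the values in a library were not whole numbers, which is how expected counts from a probabilistic quantifier look. The quantifier, genome build, annotation and strand setting are not stated in the labels. Estimated counts divide reads between similar genes, so paralogs, pseudogenes, overlapping genes and antisense genes are uncertain. The table has 65969 identifiers, and no identifier stands for unassigned reads. Gene symbols came from a separate name table that held 59243 of the identifiers; 41981 identifiers had a symbol. The identifiers missing from the name table took 2.17% to 2.84% of the counts of a library. Gene coordinates, transcript lengths and GC contents are those of GENCODE release 29 on GRCh38, matched by identifier; the build used for the deposited table is unknown.

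Estimated counts were rounded to whole numbers. Genes were kept by the edgeR function filterByExpr with the 7 groups, which left 24898 genes, and library sizes were scaled by the trimmed mean of M-values (TMM). Of these, 1249 identifiers had estimated counts identical in every library to another tested identifier and formed 544 distinct sets of counts, so counts of genes include such copies. Differences were tested with edgeR 4.0.16 (limma 3.58.1, R 4.3.3) by robust quasi-likelihood F-tests with Benjamini-Hochberg adjustment, and a gene was called at an adjusted p under 0.05. Standard errors were taken as the log2 fold change divided by the square root of its F statistic. The comparison over both lines set all 9 knockdown libraries against all 3 SCR libraries with cell line as a covariate. Differences between hairpins and between lines in the effect thus count as spread. Libraries of the same hairpin and line were counted as separate replicates, so differences between hairpins are not given their full weight. All SCR libraries carry the control hairpin, so an effect of that hairpin cannot be told apart from depletion of METTL14. A model of the 7 group means gave the average of the H1 hairpins against H1 SCR, each H1 hairpin against H1 SCR, the differences between the H1 hairpins, and the difference of the KD1 and KD2 effect between the lines. MEL1 was not tested against its SCR group by itself because that group has 1 library; its fold changes are described only.

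These designs, 6 gene lists (pluripotency, ectoderm, mesoderm, endoderm, m6A machinery and interferon response), the alternatives and the rule for named genes were fixed before the data were examined. The rule named METTL14, list genes called over both lines, and the 5 largest rises and 5 largest falls among called genes with a symbol, a mean of at least 1 CPM (counts scaled to a common library size) and the same direction in all 9 knockdown libraries. Other genes named below were chosen after their values were seen. Lists were tested with camera at a preset correlation of 0.01, with fry and camera at an estimated correlation as alternatives, and adjusted over the 6 lists.

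Correlations of fold changes were computed across genes, which are not independent replicates. H1 hairpin comparisons share the H1 SCR libraries, so 20 sets of unchanged libraries were simulated for comparison. Alternatives were median-of-ratios and upper-quartile scaling, other filters, DESeq2 1.42.0, a non-robust fit, group means, H1 libraries by themselves and leaving out each library. Further alternatives, 3 in all, were added after seeing the data. One removed from each library a smooth trend on transcript GC content and length (splines with 5 and 4 degrees of freedom), for which 90.6% of tested genes had values. Another thinned every library to the depth of the smallest, and the last kept list members with a mean of at least 1 CPM.

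The fits were tested on simulated data with the real SCR means, library sizes and spreads within groups. In these, 200 of 23445 tested genes changed by a log2 of 2 in either direction. The changed genes were drawn from those above 1 CPM, and each changed alike in every knockdown library. Differences between hairpins or lines in the effect were thus absent. The recovery over both lines therefore does not show how that comparison performs where such differences exist, as in the real data. The comparison over both lines recovered 95.5% of them and 8.61% of its calls were false. The H1 average recovered 92.0% with 9.36% false calls, and H1 KD2 by itself recovered 88.0% with 7.37% false calls. The test between hairpins made 1 call where nothing differed. With a GC trend added to each library, on 23501 tested genes, H1 KD2 recovered 79.5% without the correction and 88.0% with it. Its false calls were 4.79% without and 7.85% with the correction. Over both lines recovery went from 94% to 95.5%, and false calls from 3.59% to 4.02%. For the H1 average recovery went from 88% to 93.5%, and false calls from 9.28% to 6.5%. The test between hairpins made 1 call without the correction and 2 with it.

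Library totals ranged from 36609628 to 43508287 estimated counts, except for the MEL1 SCR library with 15963241. Replicates of a group differed by far more than counting noise, with a chi-square per degree of freedom between 22.8 and 34.3, so none were treated as duplicates. The spread between libraries, not the depth, limits the precision of all but rare transcripts.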

Results

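RNA from day 10 embryoid bodies was profiled in 12 libraries, 9 with a hairpin against METTL14 and 3 with the SCR control hairpin. H1 contributed 6 knockdown and 2 SCR libraries, and MEL1 contributed 3 knockdown libraries and 1 SCR library. The total was 15963241 estimated counts in the MEL1 SCR library and 36609628 to 43508287 in the others. The design asks what depletion of METTL14 changes in differentiating embryoid bodies, and whether hairpins and cell lines give the same changes.

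The targeted gene was examined first. METTL14 (ENSG00000145388) lies on chromosome 4 at 118685368 to 118715433, plus strand, in GENCODE release 29 on GRCh38. Its level in H1 was 36.8 ± 9.92 CPM (SD, n = 2) with SCR and 12.8 ± 3.15 CPM (SD, n = 6) with the hairpins. In MEL1 it was 49.9 CPM in the SCR library and 7.64 ± 1.54 CPM (SD, n = 3) with the hairpins. Knockdown libraries thus held 34.8% ± 8.55 (SD, n = 6) of the SCR level in H1 and 15.3% ± 3.09 (SD, n = 3) in MEL1, where the SCR level rests on 1 library. METTL14 was lower in 9 of 9 knockdown libraries, and over both lines the log2 fold change was -1.96 with a standard error of 0.23 and an adjusted p of 0.00266 (edgeR quasi-likelihood test). The alternative that moved it most, H1 libraries by themselves, gave -1.51.

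**Figure D1:**
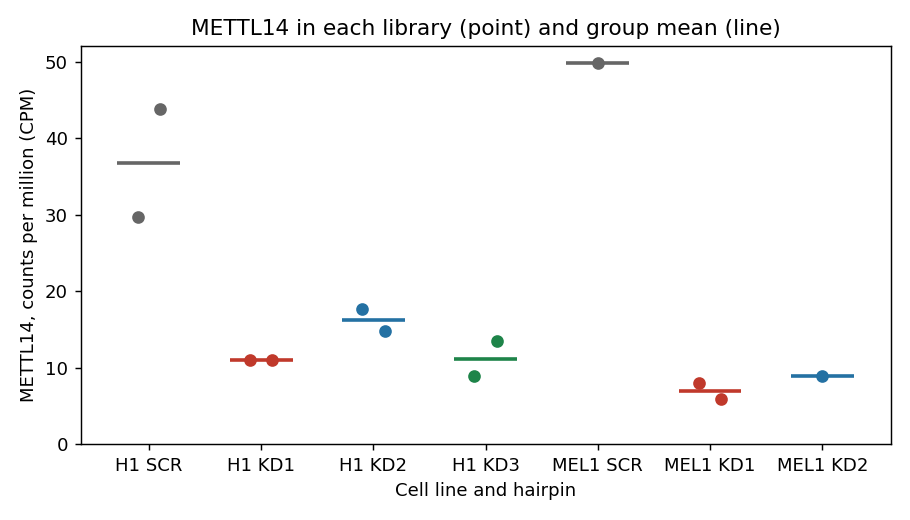
METTL14 in CPM (vertical axis) for each library, by cell line and hairpin (horizontal axis). Points are libraries and horizontal lines are group means; all knockdown libraries lie at or below 17.7 CPM and all SCR libraries at or above 29.8 CPM.

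By hairpin in H1, METTL14 changed by a log2 of -1.74 (SE 0.24, adjusted p 0.00434) with KD1, -1.18 (SE 0.24, adjusted p 0.0405) with KD2 and -1.71 (SE 0.24, adjusted p 0.00671) with KD3 in the edgeR fit of group means. KD2 stayed past the threshold in 13 of 17 other settings, with adjusted p up to 0.0776. METTL14 was 0.56 higher on the log2 scale with KD2 than with KD1, with a standard error of 0.24 and an adjusted p of 0.302. The METTL14 effect was more negative in MEL1 than in H1 by a log2 of -1.20 (SE 0.34), which did not pass the edgeR threshold (adjusted p 0.121).

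Over both lines, 53 of 24898 genes were called, 14 higher and 39 lower with knockdown, and 3918 genes had an unadjusted p under 0.05. The count was unstable: a fit of group means, in which differences between hairpins and lines do not enter the spread, gave 2688 genes, DESeq2 gave 1246, and leaving out single libraries gave 11 to 280. The excess of lower genes was unstable too, with 1311 higher and 1377 lower in the fit of group means, 7 higher and 4 lower without the first H1 SCR library, and 7 higher and 5 lower without the second. The 53 genes include 50 that were also called in the H1 average, and 50 that moved the same way in all 9 knockdown libraries. Without the MEL1 SCR library 18 of the 53 were called. In all 12 fits that left out a library, 4 were called: METTL14, DKK3 and a pair of identifiers without a symbol, ENSG00000277649 and ENSG00000278501, whose estimated counts are identical. DKK3, chosen after its values were seen, rose by a log2 of 1.18 (SE 0.12, adjusted p 0.000799, edgeR), from 14.4 and 15.3 CPM in the H1 SCR libraries and 15.3 CPM in the MEL1 SCR library to between 30.3 and 38.7 CPM in all 9 knockdown libraries.

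Among the named falls, SPP1 changed by a log2 of -2.42 (SE 0.39, adjusted p 0.0363), NTS by -2.18 (SE 0.32, adjusted p 0.0172) and AKR1C3 by -1.97 (SE 0.29, adjusted p 0.0172) in the edgeR fit. Each was lower in 9 of 9 knockdown libraries. SPP1 had an adjusted p of 0.0591 once each library's trend on GC content and transcript length was removed, and was past the threshold in 13 of 22 other settings, with adjusted p from 3.82e-07 to 0.238. NTS and AKR1C3 were past it in 20 of 22 each. AKR1C3 has close paralogs, AKR1C1 and AKR1C2, between which reads are uncertain, and these were also lower in all 6 H1 knockdown libraries. In MEL1, AKR1C1 was higher in the KD2 library (7.22 CPM) than in the SCR library (5.18 CPM). TMEM183BP, a processed pseudogene on chromosome 3, fell by 5.36 on the log2 scale (SE 0.97, adjusted p 0.0457), but this rests on 1 library: it had 15.7 CPM in the MEL1 SCR library, 0.615 CPM and 0 in the H1 SCR libraries, at most 0.832 CPM in MEL1 knockdown libraries and 0 in all 6 H1 knockdown libraries. It was past the threshold in 10 of 21 other settings. Another called pseudogene, RPL39P3, chosen after its values were seen, had 109 CPM in the MEL1 SCR library and 0 in the other libraries, and its parent RPL39 is abundant in all of them.

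The named rises were MEG3 with a log2 fold change of 1.78 (SE 0.26, adjusted p 0.0172), PLA2G4B with 1.76 (SE 0.33, adjusted p 0.0487), LRRC61 with 1.34 (SE 0.21, adjusted p 0.0245), ANGPTL4 with 1.33 (SE 0.25, adjusted p 0.0457) and CDC42EP5 with 1.32 (SE 0.23, adjusted p 0.0363), each higher in 9 of 9 knockdown libraries (edgeR). MEG3, a long noncoding RNA on chromosome 14, was rare in MEL1, at 0.204 CPM with SCR and 0.23 to 0.45 CPM with knockdown, so its change was measured in H1. PLA2G4B shares sequence with a readthrough gene that also contains JMJD7, so its counts are uncertain. PLA2G4B, LRRC61 and CDC42EP5 had adjusted p of 0.0790, 0.0730 and 0.0790 once each library's trend on GC content and transcript length was removed. Over all alternatives their adjusted p ranged from 3.7e-05 to 0.254, 7.28e-08 to 0.166 and 1.09e-05 to 0.270, with 10, 16 and 12 of 22 settings past the threshold. ANGPTL4 was past it in 12 of 22, with adjusted p up to 0.268, and MEG3 in 19 of 22, with adjusted p up to 0.216.

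From the lists, KDR fell by 0.89 on the log2 scale (SE 0.16, adjusted p 0.0363, edgeR). WTAP, which encodes another subunit of the m6A writer complex, fell by 0.53 (SE 0.09, adjusted p 0.0351, edgeR). Each was lower in 9 of 9 knockdown libraries. KDR was past the threshold in 14 of 22 other settings, with adjusted p from 0.000152 to 0.268. WTAP was past it in 13 of 22. WTAP changed by -0.43 after the GC and length trend was removed, with an adjusted p of 0.110, and its adjusted p ranged from 7.43e-07 to 0.239 over all alternatives.

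In H1, the average of the 3 hairpins differed from SCR in 1783 genes, 555 higher and 1228 lower (edgeR, group means). Apart from leaving out libraries, the alternative that moved this most, no filter on low counts, gave 3256. Without the first H1 KD1 library the count was 827. Of the 1783 genes, 1210, or 67.9%, had the same direction in MEL1, where no test was made.

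Each hairpin was then compared with SCR in H1. KD1 gave 2758 called genes (1057 higher, 1701 lower), KD2 gave 384 (172 higher, 212 lower) and KD3 gave 741 (296 higher, 445 lower). With upper-quartile scaling, KD1 gave 1255 higher and 1278 lower, so its excess of lower genes depends on the scaling. Without a filter on low counts the excess reversed for KD2 (932 higher, 813 lower) and KD3 (1219 higher, 1071 lower). It stayed for KD1 (1850 higher, 2310 lower). With the GC and length trend removed, KD2 and KD3 gave 801 and 1584. KD1 shared 231 of the KD2 calls and 341 of the KD3 calls, and 2305 genes were called with KD1 and with neither other hairpin. All 3 hairpins called 119 genes, of which 118 moved the same way, 41 higher and 77 lower. Simulated unchanged groups against the same controls gave at most 1. Groups without any change have few calls to share, so this low count was largely set in advance. It cannot exclude a deviation of the shared H1 SCR libraries as a source of the shared calls. A test between the hairpins found 881 genes with unequal effects, and 1339 with the trend removed.

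**Figure D2:**
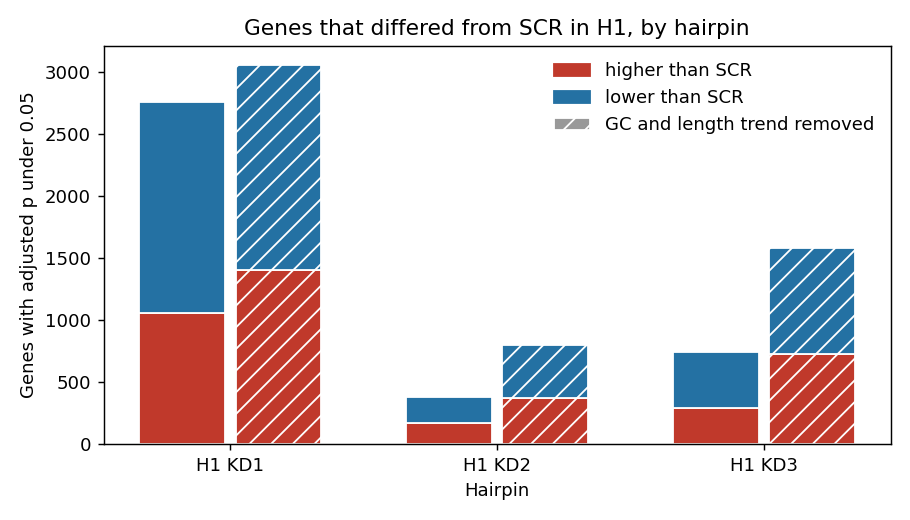
Number of genes with an adjusted p under 0.05 against SCR in H1 (vertical axis) for each hairpin (horizontal axis), stacked by direction, as counted (plain bars) and after each library's GC and length trend was removed (hatched bars). KD1 has the most genes in either case, with 2758 before and 3057 after the trend was removed.

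Fold changes of all 24898 genes in H1 correlated with a Pearson r of 0.560 between KD1 and KD2, 0.518 between KD1 and KD3, and 0.580 between KD2 and KD3. The shared SCR libraries alone gave a mean r of 0.510, 0.498 and 0.503 in simulated unchanged groups, so little of these values exceeds what the shared controls give. Among the 10868 genes with a mean of at least 10 CPM, r was 0.698, 0.507 and 0.657, against simulated means of 0.499, 0.503 and 0.503. Spearman's rho over all genes was 0.580, 0.491 and 0.579, against simulated means of 0.448, 0.445 and 0.446.

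Between the lines, which share no libraries, the mean KD1 and KD2 fold changes correlated with an r of 0.0696 (rho 0.162) over all genes and 0.384 among genes of at least 10 CPM, against a simulated mean near 0. Differences between replicates of a group in H1 correlated with the difference between the MEL1 KD1 replicates by up to 0.360 in size among the same genes, so 0.384 is little above what unexplained variation between libraries gave. The knockdown effect differed between the lines in 149 genes (113 higher in MEL1 than in H1, 36 lower), with 4282 at an unadjusted p under 0.05. The median of this difference over all genes was 0.11 on the log2 scale with TMM and 0.01 with upper-quartile scaling, under which 97 genes were called, 56 higher and 41 lower. The test takes the spread of the MEL1 SCR library from other groups.

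None of the 6 gene lists passed over both lines. The mesoderm list had a median log2 fold change of -0.42, the ectoderm list 0.19 and the m6A list -0.08, each with an adjusted camera p of 0.0818. The m6A list includes METTL14, the targeted gene, and was not tested without it. Its tests therefore cannot separate a fall of the other members from the knockdown itself. Of its 19 members, 9 were higher and 10 lower. The mesoderm median rests on rare transcripts: 7 of 15 tested members reached a mean of 1 CPM, 5 of them were higher with knockdown, and their median was 0.43 with an adjusted camera p of 0.818 (a split chosen after seeing the data). Over all alternatives the adjusted p of the mesoderm list ranged from 0.0442 to 0.818. The pluripotency, endoderm and interferon lists had medians of -0.02, -0.18 and 0.32, each with an adjusted camera p of 0.745; the interferon median is 0.21 with a gene near the floor of 3 counts set to its bound. No list passed under fry or camera with an estimated correlation. Endoderm genes were expressed at low levels, as 1 of 15 tested members reached a mean of 1 CPM. Over all genes, the calls were KDR in the mesoderm list and METTL14 and WTAP in the m6A list. Adjusted over the list alone, the calls were ZFP42 (lower) in pluripotency, and LHX2 and SIX3 (both higher) in ectoderm. In mesoderm they were KDR (lower), TBX6 (higher, by a log2 of 1.04) and PECAM1 (lower, at a mean of 0.984 CPM). In m6A they were METTL14 and WTAP (both lower). There were none in endoderm or interferon, where 1 and 0 genes had an unadjusted p under 0.05.

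In the H1 average, more list genes were called, and they are named after their values were seen. Of the pluripotency list, POU5F1 (-1.13), NANOG (-0.96), ZFP42 (-0.57) and DNMT3B (-0.38) were lower on the log2 scale and SOX2 (0.46) was higher. The list as a whole did not fall, as the median of its 16 members in the H1 average was 0.10. By hairpin the median was -0.24 with KD1, 0.07 with KD2 and 0.46 with KD3. Adjusted over the list alone, 7 of this list passed. Of the ectoderm list, 8 genes were called, 6 higher (among them PAX6 0.77, LHX2 0.65, RAX 0.93, SIX3 0.66 and OTX2 0.44) and 2 lower (PAX3 -0.71 and LMX1A -1.39), and 9 passed when adjusted over the list alone. NANOG differed between hairpins (adjusted p 0.00622 for KD1 against SCR and 0.716 for KD3 against SCR, and called in the test between hairpins, edgeR), with log2 changes of -2.00 with KD1 and 0.22 with KD3.

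A trend with GC content separated libraries of the same group, and all KD1 libraries lay on its positive side. Over 12619 genes, each library's deviation from its line's mean correlated with transcript GC content by a Spearman rho of 0.225 and -0.479 in the H1 SCR libraries, 0.314 and 0.602 with H1 KD1, 0.401 and 0.438 with MEL1 KD1, and -0.613 in the MEL1 SCR library. It was -0.220 and 0.142 with H1 KD2, 0.0237 and -0.528 with H1 KD3, and -0.0278 with MEL1 KD2. The fold change of KD1 against SCR correlated with GC content by a rho of 0.377 in H1 and 0.610 in MEL1. For KD2 this rho was 0.0944 in H1 and 0.403 in MEL1, and for KD3 in H1 it was -0.0743. The MEL1 values share the single SCR library at -0.613, so they cannot be assigned to the hairpin. With the trend removed, 35 of the 53 genes over both lines and 1578 of the 1783 genes in H1 were still called.

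**Figure D3:**
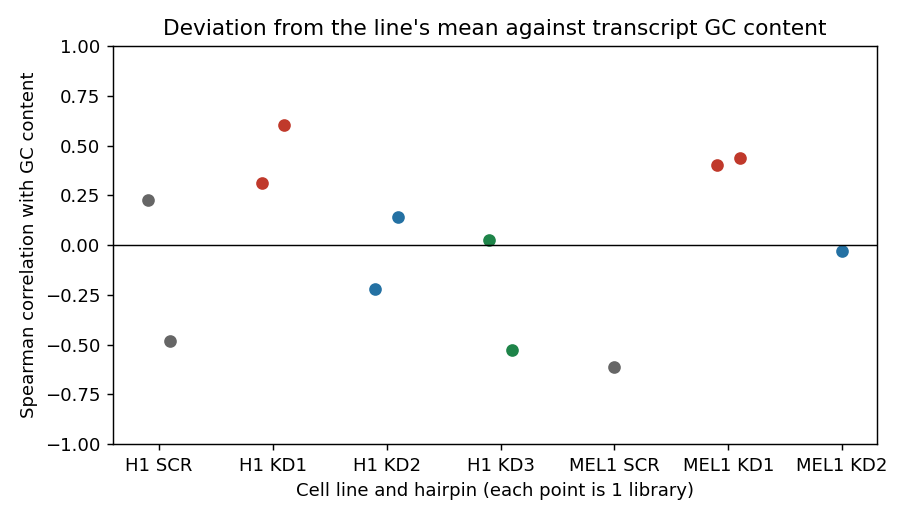
Spearman correlation across genes (vertical axis) between each library's deviation from its line's mean expression and transcript GC content, by cell line and hairpin (horizontal axis). Each point is a library; the replicates of H1 SCR lie at 0.225 and -0.479, on opposite sides of 0.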

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

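The tests on SOX2, TUBB3, the differences between hairpins and the differences between lines were chosen after those results were seen.

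The outermost of the 6 H1 knockdown libraries stood apart from the others for LRRC61 and SPP1. The second KD2 library had 3.76 CPM of LRRC61 against 2.09 to 2.55 CPM in the others, a gap of 0.720 of the range, and the first KD3 library had 5.05 CPM of SPP1 against at most 2.65 CPM, a gap of 0.675 of the range, both past Dixon's critical value. Of 13 results tested in this way (11 genes, the total count and the GC trend) these were 2, and chance gives about 1 in 20. No technical or biological explanation was tested for either.

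The effect of knockdown differed between the H1 hairpins in 881 genes. A GC and length bias between libraries would remove this, but 1339 genes differed once each library's trend was removed, and 795 of the 881 were among them. KD1 also kept the most calls, with 1.93 times the larger of the KD2 and KD3 counts after the correction. Deeper depletion by KD1 is a candidate explanation of its larger count that stays open. METTL14 was 0.56 higher on the log2 scale with KD2, which had 384 genes, than with KD1 (SE 0.24, unadjusted p 0.0425, adjusted p 0.302, edgeR), which goes with it. METTL14 was 0.0227 higher with KD3 than with KD1 (SE 0.24), where the counts of genes were 2758 and 741. After the correction KD3 differed from KD1 by -0.30 (SE 0.16, adjusted p 0.329, edgeR), the opposite direction, where the counts were 3057 and 1584. Both differences of KD3 from KD1 lie within 2 standard errors of 0, so they neither bear the explanation out nor exclude it. Off-target effects of single hairpins and separate transductions are confounded with the hairpin and were not tested.

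The effect differed between H1 and MEL1 in 149 genes. With the GC and length trend removed, 301 genes differed, including 129 of the 149, which argues against that trend as the whole cause. Of the 301, the effect was higher in MEL1 for 162 and lower for 139, against 113 and 36 before. The excess of higher genes thus depends on the correction. A deviation of the MEL1 SCR library cannot be told apart from a difference between the lines, because MEL1 has 1 SCR library, which also has the lowest depth and the most negative GC trend.

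SOX2 and TUBB3 stand out among the list genes for opposite directions in the lines. SOX2 changed by 0.35 in H1 and -0.63 in MEL1 on the log2 scale with KD1 and KD2, a difference of -0.98 (SE 0.19, adjusted p 0.0483, edgeR), and TUBB3 by -0.23 and 0.88, a difference of 1.12 (SE 0.21, adjusted p 0.0473, edgeR). With the trend removed the differences were -1.0004 for SOX2 (adjusted p 0.0266) and 0.71 for TUBB3 (adjusted p 0.0441), so the trend is not the whole of either. Both rest on the MEL1 SCR library, and a difference between the lines in how they differentiated stays open and untested.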

How the results depend on the processing

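METTL14 kept its direction and its side of the threshold over both lines in all 22 settings, from -2.24 to -1.51, and from -2.24 to -1.52 across the 12 fits that each left out a library. The counts of genes depended far more on the settings. In every case below the cause was not tested unless the setting's construction shows it.

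Over both lines (53 genes), no filter gave 80, thinning to the smallest library 98, H1 libraries only 175, DESeq2 1246 and group means 2688, the last because differences between hairpins and lines no longer enter its spread. Of the 53 genes, 48 remained without a filter, 48 after thinning, 26 in H1 only, 49 with DESeq2 and 51 with group means. The fits without a library gave 11 (without the first H1 SCR library) to 280 genes (without the second MEL1 KD1 library). Leaving out the MEL1 SCR library gave 40, of which 18 were among the 53.

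In H1, no filter gave 3256 genes for the average, 4160 for KD1, 1745 for KD2 and 2290 for KD3. DESeq2 gave 2696 for the average, 1147 for KD2 and 1702 for KD3. The GC and length correction, chosen after seeing the data, gave 801 for KD2 and 1584 for KD3. The H1 average ranged from 827 (without the first H1 KD1 library) to 1842 across the fits without a library; without either H1 SCR library that arm has 1 library, so the comparison was not tested. Differences between hairpins numbered 3384 without a filter, 2224 with DESeq2 and 1339 with the correction.

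The difference between lines covered 149 genes, 113 higher and 36 lower. Median-of-ratios scaling gave 88 (57 higher, 31 lower) and upper-quartile scaling 97 (56 higher, 41 lower). A mean count of at least 10 gave 92 (65 higher, 27 lower) and a non-robust fit 82 (60 higher, 22 lower). DESeq2 gave 750 (435 higher, 315 lower) and no filter 1369 (842 higher, 527 lower). The correction gave 301 (162 higher, 139 lower), so the excess of higher genes was smaller with it.

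No list passed in the chosen fit. The m6A list includes METTL14, the targeted gene, so its results below do not show a fall of its other members. Without a filter, ectoderm (0.19) and m6A (-0.0766) passed, and m6A passed with group means (-0.10). Leaving out a library also made lists pass: mesoderm without the second H1 SCR library (-0.51, adjusted p 0.0442) or the first H1 KD1 library (-0.52, 0.0476), ectoderm without the first H1 KD1 library (0.31, 0.0476) and m6A without the first H1 SCR library (-0.12, 0.00693). Medians changed sign for pluripotency in H1 only (0.14), with the correction (0.0705) and after thinning (0.0370), for endoderm with group means (0.0156), for mesoderm among its members of at least 1 CPM (0.43, a split chosen after seeing the data), and for m6A in H1 only (0.0316) and with the correction (0.0142). Across the fits without a library, medians ran from -0.0720 to 0.14 for pluripotency, 0.11 to 0.31 for ectoderm, -0.52 to -0.18 for mesoderm, -0.45 to 0.37 for endoderm, -0.12 to 0.0260 for m6A and 0.20 to 0.37 for interferon. The highest pluripotency and m6A medians were without the MEL1 SCR library, and the highest endoderm median was without the second H1 SCR library.

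Correlations moved to 0.698 (KD1 and KD2) and 0.384 (H1 and MEL1) among genes of at least 10 CPM. Without a library they ran from 0.424 to 0.721 for KD1 and KD2, 0.408 to 0.691 for KD1 and KD3, 0.440 to 0.733 for KD2 and KD3, and 0.0479 to 0.0722 for H1 and MEL1. For the hairpin pairs, leaving out an H1 SCR library always raised the correlation, and leaving out a knockdown library always lowered it. Fewer shared controls raise such a correlation by construction, and fewer knockdown libraries lower it. These ranges therefore do not measure agreement between hairpins. Among single named genes, 206 results under an alternative kept direction and side of the threshold and 86 kept direction and lost significance. Of METTL14 values from arms left with 1 library, which have no test, 5 stayed within the standard error and 7 moved. No paired analysis was possible because the labels give no replicate numbers. Depth is lowest in the MEL1 SCR library, and thinning all libraries to it moved the calls over both lines from 53 to 98 and the difference between lines from 149 to 198. The H1 average, which does not contrast that library, gave 1607 against 1783.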

Other observations

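The tests here were chosen after the results were seen, except for the splits of the libraries and the comparison of replicate differences with KD1 minus KD2.

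Of 100 splits drawn from the 112 that keep each line's number of SCR libraries, 1, the real one, gave as many as 53 genes over both lines. The others gave a median of 0 and at most 36. The split with 36 set the KD2 libraries of both lines against the rest. Another, with 31, joined the H1 SCR libraries with the MEL1 KD2 library. These splits follow real groups, so not every split is free of group differences.

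The difference between KD1 and KD2 correlated between H1 and MEL1 with an r of 0.114 over all 24898 genes (0.0992 after the GC and length correction) and 0.352 among genes of at least 10 CPM. A GC and length bias as the whole cause would have removed the relation among these abundant genes on correction, but r was 0.312 afterwards. Variation between libraries that also separates replicates is a candidate explanation that stays open, because replicate differences correlated by up to 0.295 in size after the same correction, close to 0.312 but below it. The fold changes of H1 and MEL1 likewise correlated with an r of 0.384, where replicate differences reached 0.360 without the correction. Neither relation can be told apart from such variation with these libraries.

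Fold changes rose weakly with transcript length in H1, with a Spearman rho of 0.0676 for KD1, 0.134 for KD2 and 0.127 for KD3. All 3 hairpins lie within the range of differences between replicates only if the MEL1 KD1 pair, at -0.175, is counted. The H1 pairs reached 0.102, which KD2 and KD3 exceed. Variation between libraries may account for the trend, but within H1 the replicate pairs leave this open.

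In the interferon list, KD1 exceeded KD2 in H1 by a median log2 of 0.29 (11 of 19 genes higher, fry p 0.0243). After the GC and length correction the median was 0.38 with 13 of 19 higher and a fry p of 0.0145, which argues against that bias as the whole cause. This p is not adjusted for the other lists and hairpin pairs that might have been chosen. Members went both ways, with 7 of the 13 genes of at least 1 CPM higher in H1. In MEL1, with no test, the median was 0.0901 with 10 of 19 higher before the correction and 0.23 with 13 of 19 higher after it. ISG15 had 48.1 and 45.7 CPM in the H1 KD1 libraries against 15.8 and 22.3 CPM with KD2, and 41.7 and 61.5 CPM against 9.29 CPM in MEL1. A response to the KD1 hairpin itself is a hypothesis that the design cannot separate from its effect on METTL14.

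ENSG00000277649 and ENSG00000278501, which carry identical estimated counts and no symbol, rose by a log2 of 6.08 over both lines. They had 0.341, 0.102 and 0.0483 CPM in the 3 SCR libraries and 3.27 to 23.1 CPM in the 9 knockdown libraries. They were chosen after their values were seen, and no explanation was tested.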
